A study of Mus musculus with 8 samples. Its data were reported in "Metabolic dependencies of metastasis-initiating cells in female breast cancer" (2023).

How the data were processed

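Messenger RNA was sequenced from 4T1 cells, a mouse mammary carcinoma line that spreads to the lung when put into mice. Cells had been kept for 48 hours with 5 mM acetate or with water as vehicle. Each group had 4 libraries, 8 in all, and the number in each label was taken as the replicate number.

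Per the labels and the study's methods, stranded libraries were made from poly-A RNA, and the authors aligned reads to the mouse transcriptome of build GRCm38 and counted them per gene with STAR. Whether the counting used strand is not stated, so genes on opposite strands of one locus may share reads. The deposited values are a normalised signal: the authors divided each gene's reads by the library total, and every library sums to 20000000 within rounding. The table held 20189 genes, each above 0 in at least 4 of the 8 libraries, and 15785 genes were above 0 in all of them. The values thus fit a filter for expression in 4 or more libraries, applied before deposit. Such a filter can leave out genes that are silent in one group and seen in fewer than 4 libraries of the other.

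Every deposited value was a whole multiple of what 1 read was worth in its library, which gave back the reads: 100% of the values in each of the 8 libraries came out whole. Recovered totals over the genes of the table ran from 19.9 M reads (M, mega) in vehicle replicate 3 to 29.3 M in vehicle replicate 4. In vehicle replicate 3, 1 read was worth 1.0053 units, so near 1 that a check of the unit could not tell it from rounding. Count tests were therefore run only as alternatives, edgeR and DESeq2 on all 8 libraries and edgeR again on the 7 others. A value of 1 unit stands for about 1 read, so genes under 10 units rest on few reads, and differences there carry large counting error.

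Gene identifiers were matched to GENCODE M21, which is on the same build. Of 20189 identifiers, 20004 had a symbol, and coordinates are gene spans from that annotation, counted from 1. The other 185 were tested without a name.

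The comparison of acetate with vehicle used limma 3.58.1 (R 4.3.3, lmFit and eBayes with a trend, two-sided) on log2(value + 1), over all 20189 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on that scale, which understates the change of low genes. This fit had no term for the replicate number, since the study's own ranking was unpaired. An alternative fit added the replicate number as a block. Same-numbered libraries carry a shared code in their labels, and their deviations from the group means went together: the correlation across genes was 0.81, 0.27, 0.20 and 0.69 for replicates 1 to 4. The numbers therefore pair the libraries, and blocked values are given wherever they change a call. Over the 18188 genes with a mean above 1 unit, the replicate number held 77.1% of the variance, treatment 7.78%, and the remainder 15.1%.

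Gene set enrichment followed the study's outline in a separate implementation. Genes were ranked by Signal2Noise on the linear values (each SD at least 0.2 of its mean), with a running sum of weight 1 and 1000 gene set permutations. P-values were the share of permuted sets of the same sign with a score as large, 1 added to both counts. They were adjusted over the 9 lists. The 9 lists were written by hand before the data were examined and are not the published collections. Of the written genes the table held 159 of 196 for epithelial-to-mesenchymal transition (EMT), 82 of 119 for structural matrix, 25 of 36 for angiogenesis, 149 of 192 for inflammation and 102 of 103 for interferon response. It held all 44 epithelial genes, 88 of 89 for oxidative phosphorylation, all 36 for sterol and fatty acid synthesis and all 56 for cell cycle. As written, the EMT list shared 47 genes with the matrix list, 12 with the angiogenesis list, 11 with the inflammatory list and 8 with the study's primer panel. Of 12 EMT genes for which the study had primers, 11 were analysed here and Twist2 was not. A list of 5 acetyl-CoA supply genes and a list of 5 reference genes were also written. List medians were compared with those of 10000 random lists matched on mean expression and drawn from genes of every class. The mouse Reactome sets of the fgsea 1.28.0 package (1457 sets, of which 679 had 15 to 500 ranked genes) were matched through Entrez numbers.

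Named genes followed a rule set before the data were examined: the primer panel and the acetyl-CoA genes, then the 8 largest rises and 8 largest falls past the threshold that went the same way in all 4 pairs with a mean above the median (117 units). Where fewer than 3 passed, the 5 smallest p-values in that direction were to be named. After the pairing check, the same rule was also applied to the blocked fit. One gene that the rule picked there is not reported, and counts over the named genes include it.

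Alternatives set beforehand were pseudocounts of 0.1 and 5, filters on low genes, median-of-ratios and quantile scaling, the block, DESeq2 1.42.0 and edgeR 4.0.16 on recovered reads, other rankings, camera (preset correlation 0.01), fry, and leaving out each library. Alternatives to the blocked fit, a ranking of the 13824 protein-coding genes, blocked camera and fry, and 20000 permutations for the Reactome sets were added after seeing the data.

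The fits were tested on simulated reads for 20189 genes built from the real means per replicate and library totals, with 200 genes of more than 50 mean reads changed by 1.5-fold or 2-fold in either direction at a dispersion of 0.01. Limma called 11.5% of the changed genes without the block and 69% with it, with 0 unchanged genes called in either. Without the block, edgeR called 10% and DESeq2 39%, and with it edgeR called 95.5% of the changed genes and 10 unchanged ones, and DESeq2 called 88.5% and 6. The enrichment test was run on simulated scores, drawn independently for each of 20000 genes. At an unadjusted p under 0.05, it called 100 of 100 sets of 100 genes raised by 0.5 SD, 99 of 100 lowered ones, and 7 of 100 random ones. Genes of a real set may move together, so the calls of random sets do not give the error rate in the real data.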

Results

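The effect of acetate on gene expression was measured in 4T1 breast cancer cells by sequencing of mRNA after 48 hours with 5 mM acetate or vehicle. Acetate can be turned into acetyl-CoA, and the study sequenced these cells to learn how a greater acetyl-CoA supply promotes metastasis. There were 4 acetate and 4 vehicle libraries, in 4 same-numbered pairs. Vehicle libraries 1 to 4 held 26.2, 24.6, 19.9 and 29.3 M reads (M, mega), and the acetate libraries 25.5, 24.8, 21.2 and 27.8 M. Values below are normalised read counts on a total of 20000000 per library.

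The libraries differed first by replicate number. The first principal component held 62.6% of the variance and set both libraries of replicate 1 (scores of -105 for vehicle and -90.1 for acetate) apart from the 6 others, which lay between 8.18 and 65.0. The third component held 7.08%, and the acetate library scored lower than its vehicle library in each of the 4 pairs. On the first component and on the second (9.84%) the acetate library scored higher in each of the 4 pairs. Treatment thus entered all of these components. Across genes, the correlation of log2 values was between 0.989 and 0.992 within pairs, and between 0.958 and 0.990 for libraries of one group. No libraries held identical values.

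**Figure D1:**
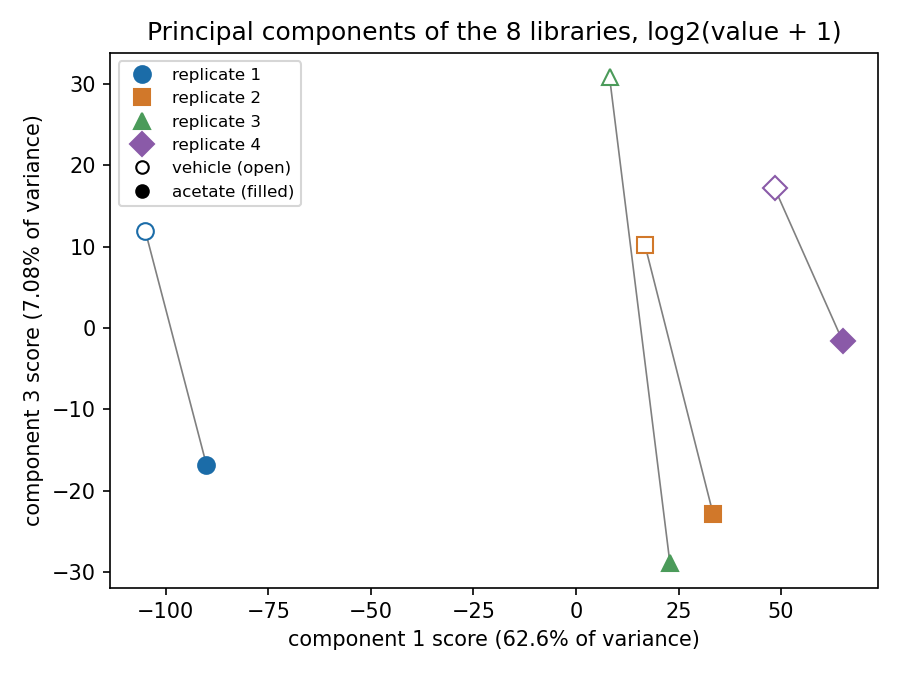
Scores of the 8 libraries on principal components 1 (62.6% of the variance) and 3 (7.08%) of log2(value + 1), open for vehicle and filled for acetate, with a line joining each same-numbered pair. Replicate 1 lies apart on component 1 (-105 and -90.1). In all 4 pairs the acetate library lies lower on component 3 and higher on component 1.

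Without regard to pairs, no gene of 20189 passed an adjusted p-value of 0.05 in limma, and 353 genes had an unadjusted p under 0.05. The alternative that moved this count most was the replicate block. In limma with the block, 1744 genes passed after Benjamini-Hochberg adjustment, 1209 higher and 535 lower in acetate, and 4520 had an unadjusted p under 0.05. The share of higher genes among the calls was 69.3%, and it was 54.9% (1000 higher and 821 lower) with median-of-ratios scaling in the blocked fit. Without the pair of replicate 3 the blocked fit called 409 genes, the fewest of the 4 fits that each left out a pair. The difference between treatments was thus smaller than the spread between replicates when libraries were treated as independent, and larger than the spread of the differences within pairs.

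As 0 genes passed without the block, the genes with the smallest p-values in that fit are named as not past the threshold. Higher in acetate in 4 of 4 pairs were mt-Rnr1, Mcam, Serpinb6b, Tubb2b and Ccn4. Positions are chromosome, start and end on GRCm38, and the genes given with positions are protein-coding except mt-Rnr1. Lower in 4 of 4 pairs were Lancl2, Tmprss11e, Gas5, Dhrs4 and Glce. Ccn4 (ENSMUSG00000005124, chromosome 15, 66891320 to 66923201, a protein-coding gene) had 417 ± 50.7 normalised reads in vehicle and 672 ± 87.9 in acetate (SD, n = 4). Its log2 change was 0.69 with an SE of 0.14 in limma without the block (adjusted p 1.00) and 0.06 with it (adjusted p 1.16e-04). Mcam (ENSMUSG00000032135, chromosome 9, 44134469 to 44142727) rose from 403 ± 48.8 to 616 ± 34.9 normalised reads. The 12S ribosomal RNA of the mitochondrion, mt-Rnr1 (ENSMUSG00000064337, chromosome M, 70 to 1024), rose from 4692 ± 345 to 7038 ± 937. Among falls, Lancl2 (ENSMUSG00000062190, chromosome 6, 57702540 to 57739439) went from 510 ± 11.7 to 402 ± 29.9. All 10 of these genes had a blocked adjusted p under 0.05. Tubb2b and Serpinb6b belong to families of close paralogs, and their reads may be shared with those.

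In the blocked fit, 982 genes passed the threshold while rising in all 4 pairs with a mean above the median, and 517 while falling. Among the largest rises were Scube3, Padi3, Cd74, Notch3, Bst1, Steap4 and Aqp5, with log2 changes from 1.18 to 0.88. Padi3 (ENSMUSG00000025328, chromosome 4, 140785365 to 140810648) had 745 ± 410 normalised reads in vehicle and 1513 ± 654 in acetate, a blocked log2 change of 1.07 ± 0.06 (SE; limma adjusted p 8.19e-06). Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) had 288 ± 148 and 564 ± 239, a change of 1.05 ± 0.08 (adjusted p 6.04e-05). Notch3 and Steap4 were close to the floor in vehicle replicate 1, at 1.53 and 6.87 normalised reads, and without that library, with its acetate partner kept, their unblocked log2 changes were -0.49 and -0.26. Both rose in 4 of 4 pairs. The 8 largest falls were Atf5, Chac1, Trib3, Aldh1l2, Dynap, Ciart, Sesn2 and Slc16a6, with log2 changes from -0.72 to -0.50. Trib3 (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032) had 1253 ± 745 normalised reads in vehicle and 778 ± 404 in acetate, a change of -0.62 ± 0.07 (blocked limma adjusted p 5.20e-04). Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381) had 626 ± 438 and 390 ± 262, a change of -0.66 ± 0.08 (adjusted p 6.88e-04).

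The study followed EMT genes by PCR, and 11 of those 12 were measured here. The study measured them after sequencing these cells, and how far the libraries guided the choice is not known here, so they are not taken as independent evidence. All 11 were higher in acetate in 4 of 4 pairs. Their mean log2 change was 0.56, 0.66, 0.56 and 0.69 in pairs 1 to 4 (mean 0.62 ± 0.07, SD, n = 4). Without the block, 0 of the 11 passed in limma over all genes and 0 when adjusted over the list alone, and 2 had an unadjusted p under 0.05. With the block, 10 passed over all genes and 11 when adjusted over the list alone. The largest rises were those of Col1a1 and Scube3. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 38.1 ± 21.3 normalised reads in vehicle and 89.7 ± 46.1 in acetate, a log2 change of 1.21 ± 0.15 (SE, blocked limma adjusted p 7.61e-04). Scube3 (ENSMUSG00000038677, chromosome 17, 28142141 to 28174854) had 93.9 ± 36.5 and 216 ± 92.9, a change of 1.18 ± 0.09 (adjusted p 6.04e-05). The changes of Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) were 0.56, 0.47, 0.52 and 0.61 in the 4 pairs, from 2971 ± 1141 to 4320 ± 1679 normalised reads (adjusted p 8.19e-06). Itgb3, Mmp10, Col12a1, Itgb6, Itga5, Postn and Sparc changed by 0.56, 0.37, 0.40, 0.65, 0.20, 0.65 and 0.22. Itgb3 and Mmp10 changed sign in the unblocked fit without vehicle replicate 1 (-0.11 and -0.05), and both were lowest in that library among the vehicle libraries. Acta2 lay at 1 to 7 reads per library, too few to measure its change of 0.83, and it did not pass over all genes with the block (adjusted p 0.178).

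**Figure D2:**
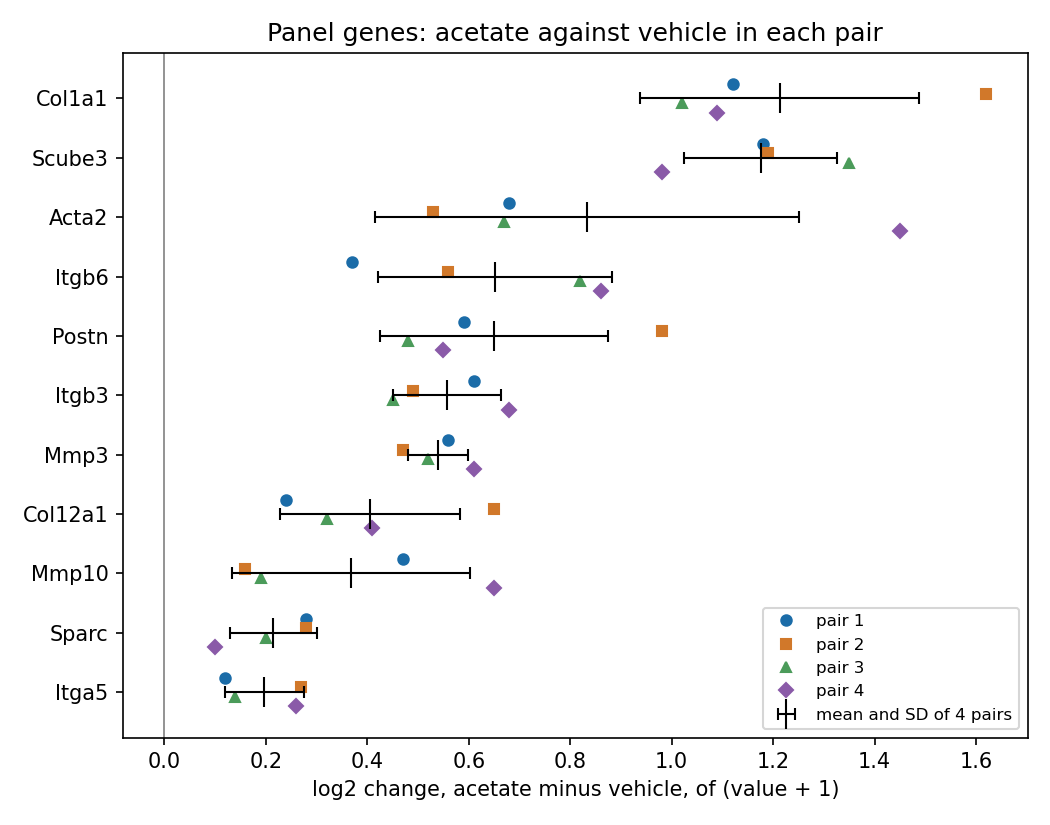
Log2 change, acetate minus vehicle, of log2(value + 1) for the 11 panel genes, 1 point per same-numbered pair, with the mean and SD of the 4 pairs as bar. All points lie above 0, and Col1a1 and Scube3 have the largest means (1.21 and 1.18).

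Of 5 genes of acetyl-CoA supply, 0 passed in limma without the block, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. With the block, 2 passed over all genes and 2 adjusted over the list alone, and both were higher in 4 of 4 pairs. Cpt1a (ENSMUSG00000024900, chromosome 19, 3322334 to 3385733) had 774 ± 321 normalised reads in vehicle and 1028 ± 411 in acetate, a log2 change of 0.41 ± 0.04 (adjusted p 3.72e-04). Acss2 (ENSMUSG00000027605, chromosome 2, 155517948 to 155585724) had 538 ± 140 and 628 ± 190, a change of 0.20 ± 0.05 (adjusted p 0.0317), and without vehicle replicate 1 its unblocked change was -0.02. Acly (8109 ± 1094 and 8071 ± 906) and Cpt2 (483 ± 130 and 500 ± 114) differed by less than the spread between pairs. Acss1 had at most 3 reads in any library, and a change was not detectable at this depth. The 5 reference genes Hprt, Rpl19, Rpl22, Ywhaz and Polr2m had a median log2 change of -0.02.

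Enrichment by Signal2Noise ranking asked which programmes moved as a whole. The EMT list had a normalised enrichment score of 1.79 (adjusted p 0.00286 over the 9 lists, permutation test). With genes ranked by the paired limma statistic its score was 2.32, the alternative that moved it most. By Signal2Noise the matrix structural list scored 1.98, the inflammatory list 1.71 and the interferon list 1.65. Each had an adjusted p of 0.00286, the smallest over the 9 lists in that ranking of all 8 libraries. The angiogenesis list scored 1.67 (adjusted p 0.0107). Lower in acetate were the cell cycle list (-1.71, adjusted p 0.00684) and the oxidative phosphorylation list (-1.39, adjusted p 0.0431). The epithelial list (1.25, adjusted p 0.158) and the sterol and fatty acid list (1.18, adjusted p 0.230) did not pass. With the paired ranking both passed, at 1.86 (adjusted p 0.00214) and 1.62 (adjusted p 0.0111). Leaving out 1 library of the unpaired ranking changed the call of 6 lists. Each such fit kept the other library of the pair, so differences between replicates entered it. The angiogenesis list did not pass without vehicle replicate 2 (1.49), 3 (1.43) or 4 (1.44). The interferon score was -0.78 without vehicle replicate 1, and it did not pass without acetate replicate 2 (1.37), 3 (1.25) or 4 (0.55). By paired ranking it was 2.31 (adjusted p 0.00214), and the median log2 change of the list was 0.15, 0.12, 0.14 and 0.07 in pairs 1 to 4. The oxidative phosphorylation score was 0.71 without vehicle replicate 1, and 0.73 without acetate replicate 4, and it did not pass without acetate replicate 2 (-0.80) or vehicle replicate 3 (-1.30). The cell cycle list did not pass without vehicle replicate 1 (-1.20), vehicle replicate 2 (-1.23) or acetate replicate 4 (-0.79). The epithelial list passed without acetate replicate 2 (1.48), acetate replicate 3 (1.53) or vehicle replicate 4 (1.71), and scored 0.60 without acetate replicate 4. The sterol and fatty acid score was -0.89 without acetate replicate 2, -0.90 without vehicle replicate 4, and past the threshold without acetate replicate 4 (1.58).

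Camera with a preset correlation called EMT, matrix structural, angiogenesis, inflammatory, oxidative phosphorylation and cell cycle, and did not call interferon (adjusted p 0.0695). Under fry without the block, the angiogenesis list alone passed (adjusted p 0.0395). Under fry with the block, 7 lists passed: EMT (adjusted p 0.0113), matrix structural (0.0124), inflammatory (0.0116), interferon (0.0170), angiogenesis (0.0328) and epithelial (0.0302) upward, and cell cycle (0.0343) downward. With a correlation estimated from the data, camera called 0 lists with or without the block, and the smallest adjusted p was 0.141. With the block, the EMT, matrix structural and inflammatory lists had unadjusted p-values of 0.0246, 0.0471 and 0.0466 in that test.

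The medians of the lists moved by small amounts. The median log2 change of the EMT list was 0.07, 0.15, 0.07 and 0.13 in pairs 1 to 4, and 113 of its 159 genes (71.1%) were higher on average. The matrix structural list had medians of 0.09, 0.38, 0.21 and 0.22. The epithelial list rose as well, with medians of 0.11, 0.06, 0.05 and 0.04. Among genes picked after their values were seen, Vim was lower in 4 of 4 pairs (28113 ± 3316 and 24741 ± 4242 normalised reads, log2 change -0.19, blocked limma adjusted p 0.00781). Cdh1 was higher in 4 of 4 pairs (6022 ± 731 and 6700 ± 791, log2 change 0.15, adjusted p 0.00592). Fn1 was higher in 4 of 4 pairs (63442 ± 20684 and 77645 ± 26781, log2 change 0.28, adjusted p 3.38e-04). Krt19 and Cldn4 were higher in 4 of 4 pairs (log2 changes 0.40 and 0.30, adjusted p 2.54e-04 and 3.19e-04), as was Epcam, which did not pass (0.07, adjusted p 0.154). Krt8 was lower in 4 of 4 pairs and Krt18 in 3 of 4, and neither passed (log2 changes -0.06 and -0.05, adjusted p 0.214 and 0.363).

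**Figure D3:**
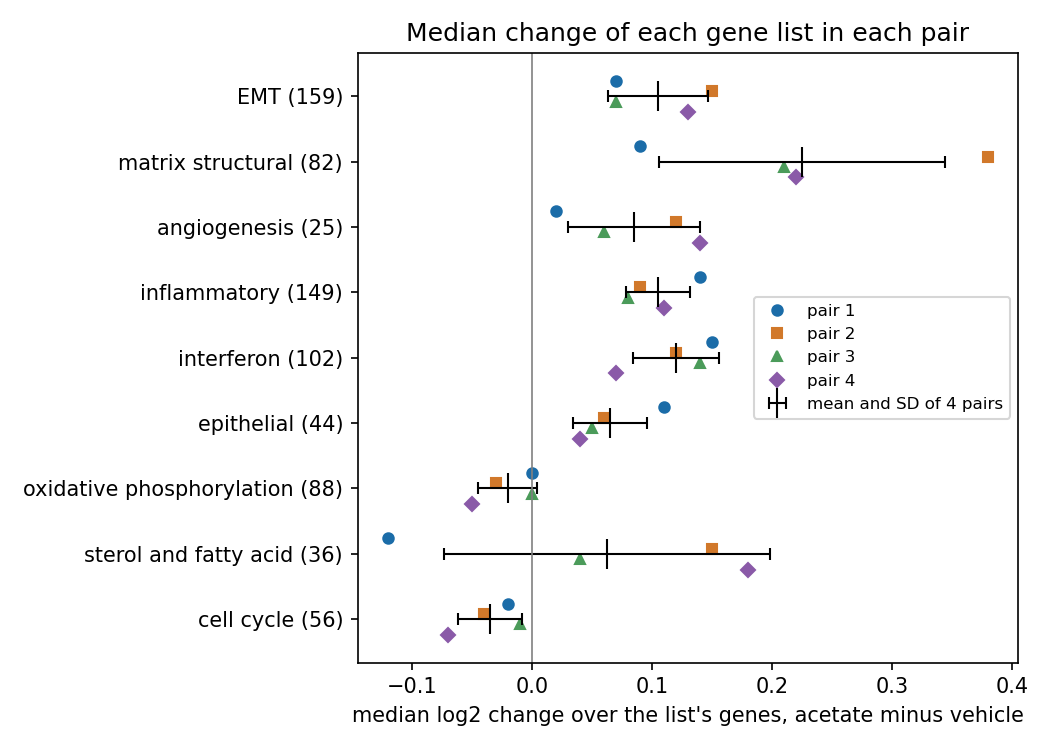
Median log2 change, acetate minus vehicle, over the genes of each list (number of genes in brackets), 1 point per same-numbered pair, with the mean and SD of the 4 pairs as bar. The EMT, matrix, angiogenesis, inflammatory, interferon and epithelial medians lie above 0 in all 4 pairs, and the matrix list has the highest single value (0.38, pair 2).

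Over the 679 Reactome sets, 0 passed after adjustment with 1000 permutations, and 129 had an unadjusted p under 0.05. The smallest adjusted p was 0.0562, which the number of permutations kept from going lower. With 20000 permutations, an alternative added after seeing the data, 72 sets passed, 32 higher and 40 lower. With the paired limma ranking and 1000 permutations, 283 passed, 135 higher and 148 lower. The highest scores with 20000 permutations were those of class A rhodopsin-like receptors (99 genes, 2.02) and of G-protein-coupled receptor ligand binding (119 genes, 1.97). Peptide ligand-binding receptors (67 genes) also scored 1.97, and each of these had an adjusted p of 0.00500. Extracellular matrix organization scored lower (177 genes, score 1.88, adjusted p 0.00500 with 20000 permutations). Among sets with low scores were cap-dependent translation initiation (119 genes, -2.10, adjusted p 0.00594) and mitochondrial translation (86 genes, -2.12, adjusted p 0.00594).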

Values the study reported

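The study gave a depth of 40 M reads (M, mega) per sample for these libraries. It treated cells for 48 h, and it called gene sets enriched at a false discovery rate under 0.05.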

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

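Of 95 results tested for a library far from the others of its group, 8 had one, where chance alone gives about 5. The library was from replicate 1 in 6 of the 8. The tests of depth and of whole chromosomes below were chosen after the difference of replicate 1 had been seen.

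Each value is the gap of the outlying library to its neighbour as a share of the group's range. Vehicle replicate 1 was highest for Itgb6 (188 normalised reads against 74.4 to 89.4, gap 0.868), Col12a1 (483 against 190 to 236, gap 0.844) and Dynap (302 against 99.3 to 114, gap 0.929). Acetate replicate 1 was also highest for Dynap (267 against 58.9 to 76.7, gap 0.914). Vehicle replicate 1 was lowest for Acss2 (330 against 592 to 629, gap 0.877) and Cpt2 (289 against 538 to 556, gap 0.934). The other 2 lay in replicate 4: Serpinb6b was lowest in the vehicle library (158 against 172 to 174, gap 0.860), and Tmprss11e was highest in the acetate library (4708 against 3752 to 3871, gap 0.875). Chance alone gives more than these 2 among 95 results.

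The 6 cases in replicate 1 belong to a wider difference. Of 10830 genes with a mean above 64 units, 341 differed over 4-fold between replicate 1 and the mean of the other replicates, against 3 for replicate 2, 0 for replicate 3 and 66 for replicate 4. Depth is argued against, since vehicle replicate 1 had 26.2 M reads (M, mega), between those of other vehicle libraries. A few genes taking most reads is also excluded, since the 20 highest genes held 7.64% of vehicle replicate 1 and 7.46% to 8.42% of the libraries of the other replicates. Gain or loss of whole chromosomes is excluded as the main cause, since no chromosome's median difference departed from that of all genes by more than 0.14 (log2). Removing a trend with GC content left 80.1% of the 341 genes over 4-fold, which only just met the limit set before that test, so a part of the difference may follow GC content. Both libraries of replicate 1 moved together, so a fault of a single library is argued against. What remains open is a difference in the cells or culture of that experiment, such as passage or density. A difference in how both its libraries were prepared or sequenced also remains open. No label gives passage or density, and none of these was tested. The blocked fit removes the difference of replicate 1 from the comparison of treatments, and without replicate 1 that fit called 1662 genes.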

How the results depend on the processing

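The outcome depended most on whether libraries were paired. Without the block, 0 genes passed with either pseudocount, with the filter on the mean, with either scaling, with edgeR on all 8 libraries or on the 7 other than vehicle replicate 3, and in the 8 fits that each left out a library (from 0 to 0). Between 108 (filter on the mean) and 784 genes (without acetate replicate 1) had an unadjusted p under 0.05 in these fits. DESeq2 on the recovered reads called 7 genes, among them 3 of the named genes (Mcam, Tubb2b and Ccn4). With the replicate block there were 1744 genes, 10 of 11 panel genes, 2 of 5 acetyl-CoA genes and 37 of the 41 named genes. The filter for genes above 0 in at least 1 library removed none and tests nothing.

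All alternatives to the blocked fit were added after seeing the data. Counts were 1435 and 1764 genes with pseudocounts of 0.1 and 5, 2004 with the filter on the mean, 1821 and 1734 with median-of-ratios and quantile scaling, and 2400 with edgeR. DESeq2 gave 1126, of which 1065 were among the 1744, and it gave no adjusted p for 7828 genes. On the 7 libraries, edgeR gave 1350. Leaving out a replicate gave 617 genes without replicate 2, 539 without replicate 4, and from 409 genes (without replicate 3) to 1662 (without replicate 1), 5 to 10 panel genes, 1 to 2 acetyl-CoA genes and 21 to 37 named genes. Of the 409, 405 were among the 1744, and of the 1662, 1333 were. All 4 fits have 3 pairs, so sample number does not account for the range between them, and the cause was not tested. Acetyl-CoA calls fell to 1 with a pseudocount of 0.1, with DESeq2 and with edgeR on 7 libraries. The cause was not tested. Median-of-ratios scaling lowered the share of higher calls from 69.3% to 54.9%, filter on the mean to 61.1%, and edgeR to 54.8%, so the excess of rises over falls depends on the scaling and on low genes.

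For the lists, EMT, matrix structural and inflammatory kept their call in all rankings and in all 8 fits that left out a library. Across those 8 fits their scores ran from 1.69 to 1.93, 1.70 to 2.20 and 1.53 to 1.75, and by paired ranking they were 2.32, 2.23 and 2.08. They lost it under unblocked fry (0.629 for each), as did interferon (0.723), oxidative phosphorylation (0.723) and cell cycle (0.629). Interferon also lost it under unblocked camera (0.0695), and had it under blocked camera (3.75e-07). Under blocked fry, EMT (0.0113), matrix structural (0.0124), inflammatory (0.0116), interferon (0.0170) and cell cycle (0.0343) had their call. Angiogenesis scores were 1.43 to 1.84 and passed in 5 of the 8 fits. Interferon scores ran from -0.78 to 2.02, epithelial from 0.60 to 1.71, oxidative phosphorylation from -2.53 to 0.73, sterol and fatty acid from -0.90 to 1.58 and cell cycle from -1.82 to -0.79. Scores that changed sign were interferon (-0.78) and oxidative phosphorylation (0.71) without vehicle replicate 1, oxidative phosphorylation without acetate replicate 4 (0.73), and sterol and fatty acid without acetate replicate 2 (-0.89) or vehicle replicate 4 (-0.90). Oxidative phosphorylation was weaker by log2 ratio (-1.18) and under blocked fry (0.198). The epithelial list passed by limma ranking (1.44), by paired ranking (1.86), and under blocked camera (0.00569) and blocked fry (0.0302). Sterol and fatty acid passed by limma ranking (1.45), paired ranking (1.62) and with the filter on the mean (1.65). By ranking score, the block changed no call but those of the epithelial and the sterol and fatty acid lists. Ranking protein-coding genes alone changed none.

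Reactome calls were 118 by limma ranking, 18 by log2 ratio, 283 by paired ranking, 102 with the filter on the mean, 85 with median-of-ratios scaling, 72 with 20000 permutations, and 278 by paired ranking with 20000 permutations. With 1000 permutations the main ranking could not go below an adjusted p of 0.0562.

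Among single genes without the block, leaving out vehicle replicate 1 while its acetate partner stayed in reversed Itgb3 (-0.11), Mmp10 (-0.05), Acss2 (-0.02), Cpt2 (-0.16), Notch3 (-0.49) and Steap4 (-0.26), and leaving out acetate replicate 4 reversed Cpt2 (-0.04). Across the 8 fits, changes ran up to 1.20 for Itgb3, 0.76 for Mmp10, 0.46 for Acss2, 0.24 for Cpt2, 2.16 for Notch3 and 1.97 for Steap4, each without acetate replicate 1. Among values of named genes, 40 became stronger, 37 with the replicate block and 3 with DESeq2. In alternatives to the blocked fit, 43 became weaker. In the blocked fits none of the 41 named genes was counted as reversed. Acly, at -0.00 with and without the block, was not counted when its sign changed. Its change was 0.04 in the blocked fit without replicate 1, and 0.08 in the unblocked fit without acetate replicate 4. At 19.9 to 29.3 M reads (M, mega), depth limits the genes at few reads, among the named genes Acta2 and Acss1.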

Other observations

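All tests of other splits for gene counts, lists and Reactome sets, the tests of depth and of epithelial loss on the EMT list, of stray reads and of mitochondrial RNA were chosen after the result was seen. The amino acid list was written after some of its genes, such as Trib3 and Chac1, had been seen to fall, so its fall is not independent evidence.

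Recovered totals were 19.9 to 29.3 M reads (M, mega) per library. That is lower than the depth quoted from the study above. The totals cover reads on the genes of the table, and reads lost in alignment were not counted.

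Other splits of the libraries were used to ask what the grouping adds. All 35 splits of the 8 libraries gave as many genes (0) without the block, and 20 of 35 gave as many genes with an unadjusted p under 0.05, up to 5842. The others among these 20 each kept at least 1 pair of libraries on the same side, so that differences between replicates entered them. Of the 8 splits that part all 4 pairs the real one alone gave as many. With the block, 1 of these 8 splits, the real one, reached 1744 genes, and the others called 0, with at most 1073 genes at an unadjusted p under 0.05. The panel (10 genes) and the acetyl-CoA genes (2) with the block were likewise reached in 1 of 8 splits each, and without it in 35 of 35, as the count is 0. A design of 8 splits cannot go below 1 in 8, so chance and treatment cannot be told apart on the blocked counts by this test alone. For the unpaired list scores, as large a score came in 1 of 35 splits for EMT and 1 of 35 for inflammatory. It came in 2 of 35 for cell cycle, 3 of 35 for angiogenesis, 5 of 35 for matrix structural, 18 of 35 for interferon, 18 of 35 for epithelial, 23 of 35 for oxidative phosphorylation and 25 of 35 for sterol and fatty acid. For Reactome sets it was 35 of 35, as the count is 0, and another split called up to 239 sets with the same 1000 permutations. The count of 72 sets with 20000 permutations was not compared with other splits, so it is not shown to exceed what differences between replicates give. The gene set permutations treat genes as independent, and for 7 of the 9 lists such scores came in 5% of splits or more, the real one included. Among the 8 splits that part all pairs, the real one was alone for EMT, matrix structural, angiogenesis, inflammatory, interferon and cell cycle, while 1 other scored as large or larger for epithelial and for oxidative phosphorylation. For sterol and fatty acid, 7 of the 8 did, the real one included.

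The median rise of the EMT list was small, and technical trends were tested in the blocked fit. After a trend with expression level was removed from each pair, the list still rose (median log2 0.11, fry p 0.00104). The same held for GC content (0.10, p 0.00113) and transcript length (0.12, p 7.81e-04). All list genes had a GC and a length value. Depth is excluded, since the list rose in 4 of 4 pairs, in 2 of which acetate was the deeper library. Its median lay above that of 100% of 10000 random lists matched on mean expression. Those lists were drawn from genes of every class, while all 159 genes of the EMT list are protein-coding. Little-expressed coding genes rose more than other classes of that level, so the comparison is lenient for such genes. The expression trend was also fitted over all classes. Ranked among protein-coding genes alone, the EMT list scored 1.75 by Signal2Noise (adjusted p 0.00337, permutation test). A loss of epithelial identity is also argued against, since the epithelial list rose in all 4 pairs (median 0.06). Its rise was weaker after the GC trend was removed (median 0.04, above 0 in 4 of 4 pairs, blocked fry p 0.0534). With the expression or length trend removed, fry p was 0.0186 and 0.0397. Among single markers Cdh1 was up and Vim down. Other epithelial markers rose in 4 of 4 pairs, namely Krt19 (log2 change 0.40, blocked limma adjusted p 2.54e-04), Cldn4 (0.30, adjusted p 3.19e-04) and Epcam (0.07, adjusted p 0.154). Single markers also went the other way: the mesenchymal marker Fn1 rose in 4 of 4 pairs (0.28, adjusted p 3.38e-04), while Krt8 (-0.06, adjusted p 0.214) and Krt18 (-0.05, adjusted p 0.363) did not rise on average. Zeb1, Zeb2, Twist1, Snai1 and Snai2 had log2 changes of 0.24, -0.03, -0.04, 0.12 and 0.31. Their blocked limma adjusted p-values were 0.609, 0.773, 0.748, 0.227 and 0.677. Zeb1, Snai1 and Snai2 were each higher in 3 of 4 pairs, Zeb2 in 1 and Twist1 in 2. Snai2 had 1.36 to 3.92 normalised reads per library, too few to measure its change. A rise of matrix and integrin genes without a fall of the epithelial list is a hypothesis, and a partial change of cell state stays open. The EMT list shares 47 of its written genes with the matrix list and 8 with the study's primer panel, so these are not independent.

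A set of amino acid response genes fell. The list holds 44 genes for amino acid synthesis, transport and tRNA charging and for the stress factors that drive them, such as Trib3, Asns, Psat1, Chac1 and Atf5. Of these, 3 were higher on average, 32 fell in all 4 pairs, and 34 passed as lower with the block against 1 as higher. The medians were -0.10, -0.39, -0.24 and -0.43 in pairs 1 to 4, and the list median of -0.29 lay below every one of 10000 matched lists. Trends do not account for it: blocked fry p was 0.0231 after the expression trend was removed, 0.0202 for GC content and 0.0206 for length. A candidate explanation is lower activity of the Atf4 response under acetate, and Atf4 itself had a log2 change of -0.37 (adjusted p 0.00103). Growth state or medium use could do the same, and neither was measured here.

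More genes were detected under acetate. In each pair the acetate library had more genes with reads (18355 against 18169 in pair 1, 19175 against 18974, 18805 against 18691, and 19301 against 19276). With all libraries sampled to 19.9 M reads it was still so in 4 of 4 pairs, by 194, 230, 17 and 112 genes, so depth is not the cause. Pair 3 differed by little. Protein-coding genes with a mean of 10 to 40 units rose by a median of 0.22, in every pair (0.20, 0.29, 0.24 and 0.21), and 76.1% of 904 were higher. Processed pseudogenes of that level changed by -0.03, and long non-coding genes by 0.05. The classes may take up stray genomic or unspliced reads unequally, as processed pseudogenes have no introns. Long non-coding genes rose slightly in all 4 pairs (0.03, 0.13, 0.08 and 0.07). The comparison of classes therefore cannot decide on such reads. The 3 highest deciles of expression had a median of -0.01. A broad, weak rise of little-expressed coding genes may reflect wider histone acetylation, which these libraries did not measure, and contaminating cells of another type were not tested.

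The acetate change lay along the difference between experiments. Across 12235 genes with a mean above 20 units, the difference of replicate 4 against replicate 1 was compared with the acetate change in pairs 2 and 3, so that no library entered both. The rank correlation was 0.31 for pair 2 and 0.35 for pair 3, and -0.05 for the difference between those pairs. The first principal component had already placed replicates 1 and 4 at its ends, with acetate higher in pairs 2 and 3. A positive correlation thus largely restates that component. A small value for the difference follows when both pairs correlate alike, so it is no control. Genes are not independent replicates, so no p-value is given. Shared library noise is excluded by the design of the test. After expression and GC trends were removed, the correlation was 0.28 for pair 2 and 0.34 for pair 3. For the mean of both pairs it was 0.37 before and 0.36 after. Acetate may thus move cells along an axis on which cultures already differ, such as growth state, which would make part of the response hard to tell from culture conditions. No label bears on this, and the study reported no significant change in proliferation after its treatments.

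Mitochondrial ribosomal RNA rose apart from mitochondrial mRNA. The log2 change of mt-Rnr1 was 0.44, 0.93, 0.59 and 0.35 in the 4 pairs, and that of mt-Rnr2 0.20, 0.43, 0.10 and 0.15. Single mRNAs went both ways: mt-Cytb fell by 0.19 and mt-Nd1 rose by 0.11 (blocked limma adjusted p 0.00743 and 0.0350). The 13 mitochondrial mRNAs had a median of 0.00, 2 rising and 2 falling in all 4 pairs, and the mitochondrial share of reads was higher in acetate in 3 of 4 pairs and lower in pair 4 (2.60% in vehicle and 2.49% in acetate). The share of mitochondrial mRNA alone was 2.07%, 2.05%, 2.10% and 2.48% in vehicle libraries 1 to 4. In acetate it was 2.05%, 2.02%, 2.15% and 2.35%, higher in pair 3 only. A rise of all mitochondrial RNA as large as that of mt-Rnr1 is therefore argued against. Different carry-over of ribosomal RNA through poly-A selection could also cause the rise of mt-Rnr1 and mt-Rnr2, and was not tested.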
